A study of Mus musculus with 4 samples. Its data were reported in "Loss of the Ash2l subunit of histone H3K4 methyltransferase complexes reduces chromatin accessibility at promoters" (2022).

How the data were processed

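Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in an immortalized mouse embryo fibroblast line whose Ash2l alleles carry loxP sites around exon 4 and which expresses a tamoxifen-inducible Cre recombinase. Cells were treated for 7 days with 5 nM 4-hydroxytamoxifen (+HOT), which activates Cre, or with the solvent ethanol (-HOT). Each condition has 2 libraries, and the study describes them as technical replicates, so the p-values of sites and gene lists measure the spread between these libraries and not between cultures or animals. Cells with wild-type Ash2l treated with the drug were not analysed here, so an effect of the drug or of Cre itself is not separated from the loss of Ash2l. Of the 2 -HOT libraries, 1 was amplified with fewer PCR cycles than the others; which of the labelled replicates it is was not used here.

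Before deposit, the authors trimmed the paired reads with Trim_Galore, aligned them to mm9 with BWA, and removed unmapped reads, duplicates, unpaired reads and reads in blacklisted regions with Picard and SAMtools. They called narrow peaks with MACS2 and counted reads per interval. Tool versions, and how the peaks of the 4 libraries were joined into 1 set of intervals, are not given in the sources used here. Removing duplicates caps the depth of the strongest sites, and counting within peaks leaves closed chromatin unmeasured. The deposited table holds raw read counts per interval for each library, the deposited size-factor-scaled signal (each count multiplied by a constant per library), and the authors' DESeq2 results. The deposited log2 fold changes are of -HOT over +HOT, and their sign was turned here. The deposited p-values and adjusted p-values come from DESeq2 on the same 4 libraries. The lists of gained and lost sites that the authors deposited carry Homer annotation; the lost list holds 11961 lines, of which 1 is a repeated header, leaving 11960 sites. For footprints the authors merged the replicates and ran RGT-HINT on JASPAR motifs; the deposited scores are a protection score, a tag count and their combined activity difference per motif, with a p-value taken from the spread over motifs. Whether read ends were shifted for the transposase before footprinting is not given in the sources used here.

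The count table has 119609 intervals with a median length of 805 bp. Their coordinates were set to 1-based mm9 positions, and 0 intervals ran past the end of a chromosome in the NCBIM37 reference. Intervals passing edgeR's filterByExpr were tested (119603 sites) with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with TMM factors between 0.969 and 1.04 and Benjamini-Hochberg adjustment over all sites. A site was called gained or lost at an adjusted p under 0.05 and an absolute log2 fold change over 0.40, the thresholds of the study. Levels are TMM-normalised counts scaled to the library total (CPM), as mean ± SD of 2 libraries. The replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.39 between the +HOT libraries and 2.24 between the -HOT libraries, so they were kept as separate libraries. edgeR's common dispersion was 0.00558. The test was checked on simulated counts for 119594 sites drawn from the real means and library sizes, with the dispersion that edgeR itself had fitted. It recovered 29% of 100 sites changed 1.5-fold and 70% of 100 sites changed 2-fold, with 4 calls among unchanged sites. Far more sites changed in the real data, which loosens the Benjamini-Hochberg cutoff, so these shares do not give the power of the real test. Because the dispersion was edgeR's own, the 4 calls do not measure false calls in the real data. In the simulation camera found the 1 lowered set of 20 with 0 other sets called.

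Each site was placed by the distance of its centre to the nearest transcription start site (TSS) of a protein-coding or lincRNA transcript in GENCODE vM1. Sites within 3000 bp were classed as promoter, others as intragenic or intergenic, and sites on unplaced contigs were kept apart. The plan was to take these classes from Homer, but Homer columns cover the called sites and not the background. Homer and GENCODE gave the same promoter status for 96.0% of the 26856 called sites that carry both. Shares of sites have Wilson 95% intervals, which cover counting error alone, and sites are not independent replicates. Promoter enrichment was tested with Fisher's exact test, two-sided, against all other tested sites, leaving out the 268 sites on unplaced contigs (119335 sites). Spread between libraries is given as the range over the 4 pairs of a +HOT with a -HOT library.

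A total of 20 gene lists were fixed before the data were examined: AP-1, ATF and MAF factors; CTCF, cohesin and NFY; HOX genes; KMT2 complex subunits; SP and KLF factors; blood, endothelial, epithelial, muscle and neural markers; fibroblast and extracellular matrix genes; cell cycle and DNA replication; ribosomal proteins; interferon response; olfactory receptors; p53 targets; the promoters assayed by ChIP-qPCR; protein folding; replication-dependent histones; and senescence regulators. Each gene was represented by its promoter site with the highest mean signal. Lists were tested with camera (limma 3.58.1) on log-CPM against all such promoter sites, with Benjamini-Hochberg adjustment over the lists. The correlation was preset at 0.01 or estimated. With an estimated correlation camera also takes its degrees of freedom from the 4 libraries, so few lists could pass. Those p-values do not tell by themselves whether correlation within a list removes a result. The named sites followed a rule also fixed beforehand: the 12 lost and 12 gained promoter sites, and the 5 lost and 5 gained distal sites, with the largest fold change among called sites of at least median signal whose +HOT libraries both lay on the same side of both -HOT libraries, 1 per gene and passing over predicted genes, microRNAs and snoRNAs; Ash2l and the 9 promoters assayed by ChIP-qPCR; up to 4 members per list with the smallest adjusted p; and the motifs past p 0.05 with at least 1000 sites, with up to 3 per motif family. Motif families were compared with all other motifs by permuting family membership (exact, or 100000 resamples, two-sided).

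Alternatives covered the scaling (DESeq2 size factors, library totals, abundance-trended offsets, TMM on distal sites), the test (DESeq2 1.42.0, the deposited values), the filter, the thresholds, a replicate block, each library left out in turn, the promoter window, the site chosen per gene and the motif minimum. A GC correction, thinning to equal reads, leaving out chromosome MT and unplaced contigs, TSSs of all GENCODE transcripts and a recomputed motif p were added after seeing the data. The pseudocount alternatives that had been planned for normalized values did not apply, since the table holds counts.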

Results

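ATAC-seq libraries were made from fibroblasts in which Ash2l, a core subunit of the KMT2 complexes that methylate lysine 4 of histone H3, was deleted by 7 days of treatment with 5 nM HOT, and from solvent-treated control cells. Each condition had 2 technical replicates. The +HOT libraries held 28117900 and 21356440 reads in the intervals, and the -HOT libraries 37151163 and 30411621. Over the tested sites the log-CPM values correlated at r = 0.984 between the -HOT libraries and 0.976 between the +HOT libraries, against 0.918 to 0.923 between conditions; sites are not independent replicates. Promoter sites took 37.1% and 36.0% of the reads in +HOT and 40.4% and 39.2% in -HOT. Reads on the mitochondrial chromosome took 1.60% and 1.68% in +HOT against 1.11% and 1.19% in -HOT.

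The Ash2l locus was examined first, as the deletion defines the groups. The Ash2l promoter site (chromosome 8, 26950375 to 26952151, mm9, at the TSS, with its centre in an annotated intron) held 28.1 ± 3.91 CPM in +HOT and 33.6 ± 2.82 CPM in -HOT (SD, n = 2). Its log2 fold change of -0.25 (SE 0.10) had an adjusted p of 0.0285 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment but lay below the fold minimum, so it was not called. Without the first +HOT library the log2 fold change was -0.41 and the site was called, while without the second it was -0.12 and without the first -HOT library -0.17. It was -0.14 with the GC trend removed and -0.05 with abundance-trended offsets, and over all edgeR alternatives the adjusted p ranged from 0.00149 to 0.637. Exon 4 (26946472 to 26946560) was covered by 0 intervals, so these counts do not check the deletion itself.

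The first comparison asked which sites changed accessibility upon Ash2l loss. Of 119603 tested sites, 25431 gained and 17008 lost accessibility, so that 59.9% of the changed sites were gained. Among sites far from promoters, an intronic site of Lars2, the mitochondrial leucyl-tRNA synthetase, rose from 1.58 ± 0.42 to 9.18 ± 0.68 CPM (chromosome 9, 123294025 to 123295266; log2 fold change 2.55, SE 0.19). An intergenic site nearest to Fam98a rose by 2.49, an intronic site of the glutamate receptor gene Grin2b by 2.33, and intergenic sites nearest to Tspan2 and Zbtb44 by 2.16 and 1.98 on the log2 scale. The distal sites that fell furthest lay outside genes near BC107364 and Lman1l, with log2 fold changes of -1.79 and -1.73, and in introns of Lrrfip1, Snx13 and the collagen gene Col1a2, each at -1.71. The Col1a2 site (chromosome 6, 4464924 to 4466178) fell from 7.35 ± 0.84 to 2.28 ± 0.29 CPM. With TMM factors taken from distal sites alone, 21863 sites were gained and 22704 lost, or 49.1% gained, with the median of all sites at -0.08. With library totals alone, 28921 were gained and 12662 lost, or 69.6% gained, with that median at 0.07, so the balance of gains and losses depends on the scaling. With DESeq2 in place of edgeR, 15087 sites were gained and 11960 lost, of which 26815 were called in the same direction by edgeR.

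The second comparison asked where the changed sites lie. Promoter sites were lost more often than gained: 23.5% of the 20545 tested promoter sites lost accessibility (95% interval 22.9% to 24.1%) and 7.08% gained it (6.74% to 7.44%). Intergenic sites went the other way, with 9.28% lost and 28.4% gained of 50533 sites. Intragenic sites were between them, with 15.5% lost and 19.5% gained of 48257. The median log2 fold change was -0.21 at promoters (-0.28 to -0.14 over the 4 library pairs), -0.01 at intragenic sites and 0.15 at intergenic sites (0.13 to 0.16). Promoters made up 28.4% of the lost and 5.72% of the gained sites, against 17.2% of all tested sites. The odds of a promoter site were 2.18 times higher among lost sites than among the rest (95% interval 2.10 to 2.27) and 0.241 times among gained sites (0.228 to 0.254; Fisher's exact test, two-sided). The difference of medians between promoter and intergenic sites, -0.35, became -0.18 with abundance-trended offsets and -0.22 with the GC trend removed, and kept its direction in both.

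The Hdgfrp2 site, in an intron 1621 bp downstream of the TSS (chromosome 17, 56220492 to 56220911), fell from 12.1 ± 0.45 to 2.62 ± 0.19 CPM (SD, n = 2), a log2 fold change of -2.21 with an adjusted p of 1.12e-24 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The promoter of Arhgap1 fell by 1.68 on the log2 scale and that of Fam117a by 1.62. The Gnas site, upstream of the TSS in the imprinted Gnas locus and over an exon of the antisense transcript Nespas, fell from 15.4 ± 0.58 to 5.14 ± 0.32 CPM. The promoters of Elavl2, which encodes a neuronal RNA-binding protein, and of Svip had log2 fold changes of -1.57 and -1.56. Nup62, a nuclear pore protein, had -1.55, Mpp6 -1.54 and Cdca7, a cell-cycle-regulated gene, -1.53. Xkr5, the amino acid transporter gene Slc43a1 and Xkr6 had -1.52, -1.51 and -1.51. The Cdca7 promoter (chromosome 2, 72313595 to 72315366) fell from 22.2 ± 3.97 to 7.72 ± 0.45 CPM.

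Other sites within 3000 bp of a TSS gained accessibility. Those of Igll1, Trpm8, Slco1a6, Ranbp3l, Pkd1l1, Gsn, Ugt1a1 and Sfi1 were centred more than 1000 bp from the TSS. Those of Acoxl, Gzmc, Trpm5 and Dux were centred closer. Igll1, a surrogate light chain gene of B cell precursors, rose from 3.03 ± 0.07 to 8.86 ± 1.67 CPM (log2 fold change 1.55), and Trpm8, a cold-sensing ion channel gene, rose by 1.54 on the log2 scale. Acoxl, the granzyme gene Gzmc, Slco1a6 and Ranbp3l rose by 1.38, 1.36, 1.35 and 1.34. Trpm5, a cation channel gene of taste cells, rose by 1.25, Pkd1l1 by 1.23 and Gsn, which encodes the actin-severing protein gelsolin, by 1.21. Sfi1, Ugt1a1 and Dux had log2 fold changes of 1.69, 1.61 and 1.21 but varied more between replicates, as at Sfi1 with 107 ± 27.0 CPM in +HOT and 33.0 ± 11.5 CPM in -HOT. Dux lies in an array of near-identical copies, so its reads cannot be assigned to a copy with certainty, and its gain was not called with DESeq2 (log2 fold change 1.20, adjusted p 0.0530 with Benjamini-Hochberg adjustment). Over its other alternatives, all with edgeR, the adjusted p ranged from 4.01e-37 to 1.01e-07. The Dux log2 fold change was 0.76 without the second +HOT library and 1.57 without the first. The Sfi1 site lies in an intron of the neighbouring gene Drg1 and within the first 0.2 Mb after the centromeric gap, where 124 of 190 sites were gained.

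**Figure D1:**
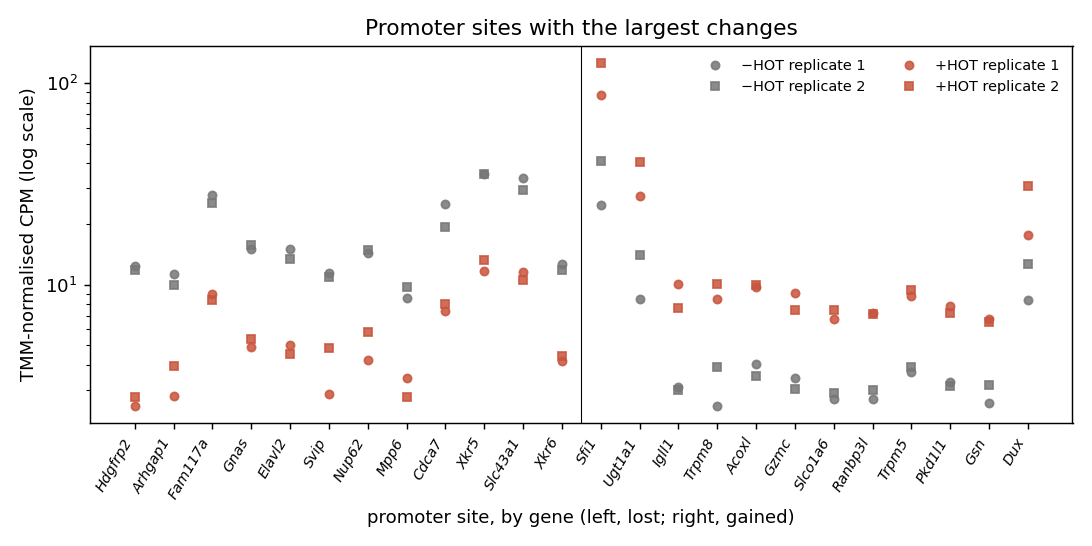
TMM-normalised CPM on a log axis in each of the 4 libraries for the 12 lost (left) and 12 gained (right) promoter sites with the largest changes; each point is a library. At Hdgfrp2 the +HOT libraries lie near 2.62 CPM and the -HOT libraries near 12.1 CPM, and at Sfi1 the libraries of a group lie further apart than at most other sites.

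Of the distance bins compared, sites nearest to a TSS were lost most often. Within 1 kb of a TSS, 25.0% of sites were lost and 3.73% gained, with a median log2 fold change of -0.24 (-0.32 to -0.16 over library pairs). Sites between 1 and 2 kb away were lost in 20.6% and gained in 16.1% of cases, and those between 2 and 3 kb in 17.3% and 17.2%. Beyond 100 kb, 8.18% of sites were lost and 30.1% gained, with a median of 0.17. Of the promoter sites centred upstream of the TSS, 20.2% were lost and 10.4% gained, and of those centred downstream 25.5% were lost and 5.03% gained. The median within 1 kb was -0.08 with abundance-trended offsets and -0.11 with the GC trend removed.

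**Figure D2:**
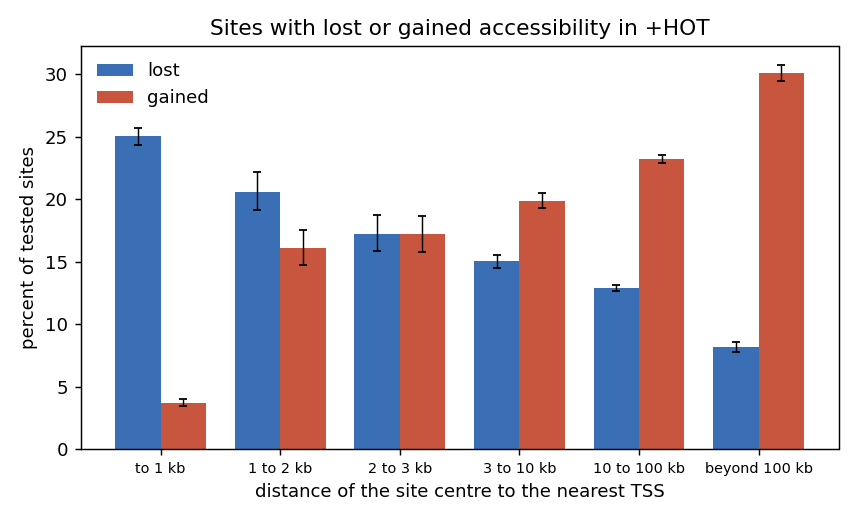
Percent of tested sites lost (blue) and gained (red) in +HOT by distance of the site centre to the nearest TSS; error bars are Wilson 95% intervals over sites. Lost sites fall from 25.0% within 1 kb to 8.18% beyond 100 kb, while gained sites rise from 3.73% to 30.1%.

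Because promoter sites carry the strongest signal, promoter and other sites were also compared at matched signal. In the eighth decile of signal, promoter sites had a median log2 fold change of -0.28 and intergenic sites -0.01. In the strongest decile the medians were -0.22 at promoter, -0.18 at intragenic and -0.15 at intergenic sites. In the weakest decile intergenic sites had a median of 0.57 and promoter sites 0.11. Matched by decile of signal, the difference of promoter from other sites was -0.14 (-0.17 to -0.11 over library pairs). With the GC trend removed from each library this difference was -0.04.

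**Figure D3:**
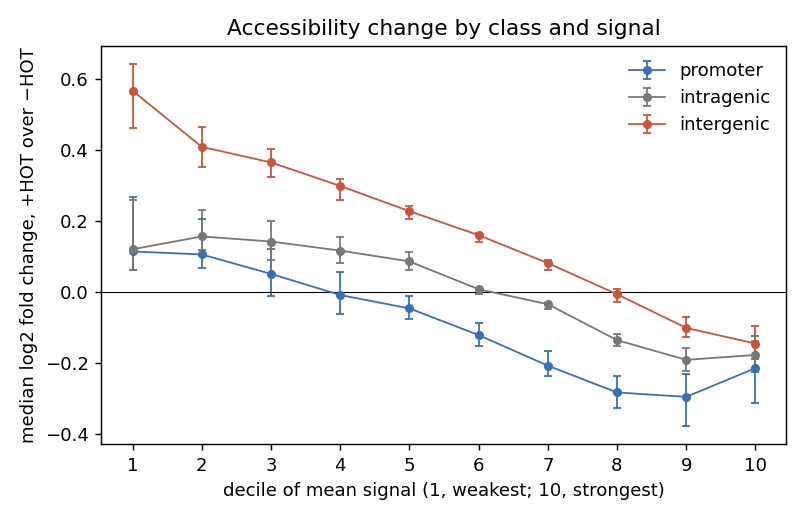
Median log2 fold change of +HOT over -HOT for promoter, intragenic and intergenic sites in deciles of mean signal, from weakest (1) to strongest (10); bars span the 4 library pairs. In decile 8 promoter sites lie at -0.28 and intergenic sites at -0.01, and in decile 1 intergenic sites lie at 0.57.

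The promoters of fixed gene lists were then compared with all 16697 genes that had a promoter site, of which 23.1% were lost and 4.99% gained, with a median log2 fold change of -0.22. Histone promoters fell most broadly. Of 66 histone genes of the list, 55 had a lost and 0 a gained promoter site; several genes share a site, and 31 of the 39 separate sites were lost, also when adjusted over the list alone. The site shared by Hist1h1a, Hist1h3a and Hist1h4a fell from 58.7 ± 1.91 to 25.1 ± 1.12 CPM, and that of Hist2h2ab had a log2 fold change of -1.16. The list median was -0.65, with a camera adjusted p of 2.40e-09 and an adjusted p = 0.827 with an estimated correlation. The latter test, here and for the lists below, rests on the few libraries, so few lists could pass it. Many histone genes resemble each other in sequence, and whether reads at their promoters were placed uniquely was not tested. The name rule of this list also took in H1fx and H1foo, which are not replication-dependent.

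Promoters of cell cycle and DNA replication genes were lost in 37 and gained in 0 of 74 cases, also when adjusted over the list alone. Cdc20, an activator of the anaphase-promoting complex, fell from 39.3 ± 0.50 to 18.4 ± 1.27 CPM, and Mcm6, a subunit of the replicative helicase, from 37.6 ± 2.39 to 17.3 ± 3.50 CPM. The checkpoint kinase gene Chek1 had a log2 fold change of -0.92 and Cdk6 of -0.83. The list median was -0.40, with a camera adjusted p of 1.17e-05 and an adjusted p = 0.885 with an estimated correlation. Histone and cell cycle medians stayed below 0 under every scaling tried.

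Olfactory receptor promoters moved the other way, with 15 gained and 1 lost of 39, also when adjusted over the list alone. Weak promoter sites rose in general, with 26.6% and 25.2% gained in the first and second deciles of signal. The list median lay 0.51 above that of all promoter sites, or 0.27 with abundance-trended offsets, so part of the contrast went with signal. Olfr298 rose from 0.19 ± 0.08 to 1.93 ± 0.24 CPM, Olfr543 from 11.8 ± 0.02 to 18.6 ± 1.18 CPM, and Olfr103 and Olfr557 had log2 fold changes of 1.45 and 1.17. The lost member was Olfr432, at -0.47, named after its values were seen. The list median of 0.29 stayed above 0 under every scaling tried. Its camera adjusted p was 5.45e-15, and 0.213 with an estimated correlation, which was -0.017 and so below the preset value. Of 13 muscle markers with a promoter site, Myod1 and Ttn rose by 1.51 and 1.04, at sites centred 2657 and 2425 bp downstream of the TSS. Mef2c and Pax3 had log2 fold changes of -0.90 and -0.58. Adjusting over the list alone gave the same 2 gained and 2 lost. The muscle list median was 0.08, or -0.0009 with TMM on distal sites. Its camera adjusted p of 0.0107 became 0.958 and turned down with a 1000 bp promoter window, was 0.131 with the site nearest to the TSS and 0.0794 without the second -HOT library, and gave an adjusted p = 0.827 with an estimated correlation.

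Of the 9 promoters the study assayed by ChIP-qPCR, 6 had a site, and 4 of these were lost and 0 gained, also when adjusted over the list alone; the study chose the list, in part for loss of histone methylation upon Ash2l loss, so it is not independent evidence of direction. Mapk12, a p38 kinase gene, fell from 21.4 ± 0.18 to 8.51 ± 0.42 CPM (chromosome 15, 88970169 to 88971781). Rab27a, a small GTPase gene, fell from 24.1 ± 0.77 to 12.9 ± 0.03 CPM, and Atp9a and Flywch2 had log2 fold changes of -0.93 and -0.76. Cdh3 (-0.40, SE 0.10) and Hsp90b1 (-0.29, SE 0.09) were not called, and Cdh3 was called with DESeq2, at -0.41. Olig1, Olfr456 and Cdh17 had no promoter site. The list median was -0.83, with a camera adjusted p of 0.0107, of 0.437 with the site nearest to the TSS, and an adjusted p = 0.827 with an estimated correlation.

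The other 15 lists did not pass camera, with adjusted p-values from 0.117 for HOX genes to 0.902 for SP and KLF factors. KMT2 complex subunits had 0 of 18 promoters called, with the lowest adjusted p at Rbbp5 (log2 fold change -0.40) and Wdr5 (-0.29). CTCF, cohesin and NFY genes had 0 of 16 called, with Esco2 at -0.37 and Rad21 at -0.35. AP-1, ATF and MAF factors had 2 lost of 28, Batf3 at -0.65 and Maf at -0.43. Ribosomal protein genes had 3 lost of 80, Rpl13 at -0.49, Rpl7l1 at -0.41 and Rpl37a at -0.41, the last named after its values were seen. Protein folding genes had 1 lost of 27, Sdf2l1 at -0.48. Of 37 HOX promoters 5 were lost, among them Hoxa5 at -0.71 and Hoxd9 at -0.60, and 2 were gained, Hoxb9 at 0.48 and Hoxb13 at 0.69, both named after their values were seen. SP and KLF factors had 7 lost of 24, with Klf5 at -0.75 and Klf8 at -0.87. p53 targets had 3 lost of 26, Bbc3, Pmaip1 and Gadd45a, at -0.55, -0.68 and -0.41. The list median changed sign with abundance-trended offsets or the GC trend removed for AP-1, CTCF and cohesin, HOX, KMT2, SP and KLF and p53 genes, and for ribosomal genes with abundance-trended offsets.

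Of the fibroblast and extracellular matrix genes, 12 of 50 promoters were lost, among them Twist2 (-0.78), which encodes a mesenchymal transcription factor, and Col1a2 (-0.68). Lum and Dcn, which encode small proteoglycans of the matrix, rose by 0.97 and 0.60 and were named after their values were seen. Senescence regulators had 8 lost of 41, including the chemokine gene Cxcl5 (-0.80) and Tgfb1 (-0.65). Interferon response genes had 6 lost of 25, including Bst2 (-0.61) and Cxcl10 (-0.68). Lists of markers of other cell types, which did not pass camera, held lost promoters in 6 of 12 endothelial cases (7 when adjusted over the list alone), with Kdr at -0.99 and Egfl7 at -0.86; 8 of 15 epithelial cases, with Krt19 at -0.87 and Esrp2 at -0.70; 7 of 16 neural cases (8 over the list alone), with Syt1 at -1.34 and Dlx1 at -0.78; and 3 of 9 blood cases, Cd14, Runx3 and Cd68, at -1.07, -1.25 and -0.59. Snap25, at 0.73, was the gained neural promoter and was named after its values were seen. The blood list median was -0.02, 0.05 with library totals and 0.03 with the GC trend removed. For the other lists that did not pass camera the counts adjusted over the list alone were equal to those over all sites.

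Footprints asked which transcription factor motifs changed in occupancy, with the replicates merged and so no replicate check. Activity in the authors' deposited table was higher at p under 0.05 for 8 of the 559 motifs with at least 1000 sites and lower for 9. These p-values are taken from the spread over the motifs themselves, so some motifs pass by construction. The counts alone are therefore no evidence of change, and the motifs named next are the extremes of that spread. Among these motifs of the authors' deposited table CTCF, the insulator protein, had the largest gain (0.280 over 14132 sites), followed by ATF7 (0.242), CEBPB (0.232), BHLHE40 (0.193), DBP (0.174), FOSL1::JUN(var.2) (0.152), TCF21(var.2) (0.149) and ATF3 (0.141). Among motifs with at least 1000 sites, the authors' deposited table gave the lowest activity to NFYA (-0.274), a CCAAT-box factor, then Dux (-0.206), TEAD1 (-0.175), Foxo1 (-0.173), NFYB (-0.168), FOS::JUND (-0.162), BACH2 (-0.160), FOSL1::JUN (-0.143) and NFATC1 (-0.143). With Benjamini-Hochberg adjustment over all 709 motifs of the authors' deposited table, CTCF (adjusted p 0.0106) and NFYA (adjusted p 0.0138) passed and no other motif with at least 1000 sites did.

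**Figure D4:**
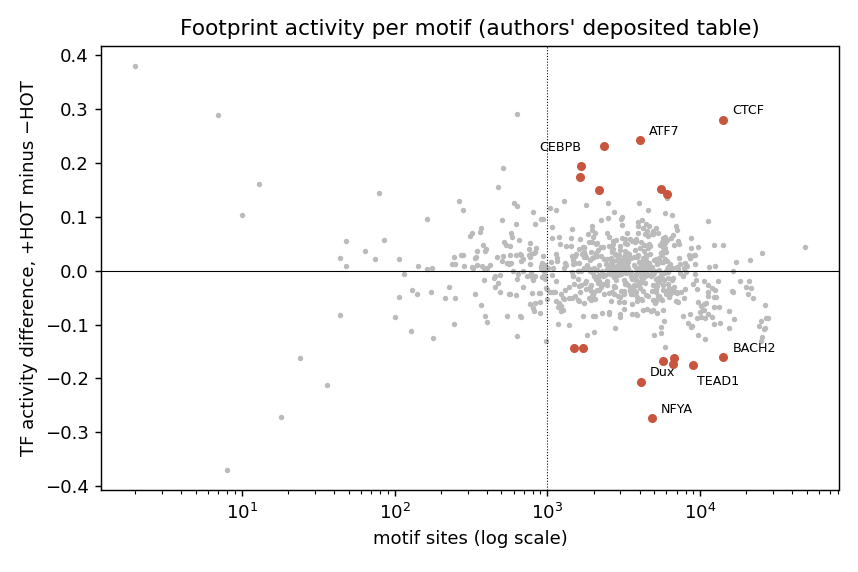
Activity difference of +HOT minus -HOT against the number of sites per motif (log axis) in the authors' deposited table; red points have p under 0.05 and at least 1000 sites (dotted line). CTCF lies highest of these at 0.280 and NFYA lowest at -0.274; Creb5, with 196 sites and a difference of 0.752, is left out of the plot.

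By motif family, ETS motifs were lower in 22 of 25 cases (median -0.079), SP and KLF motifs in 20 of 21 (-0.057) and AP-1 motifs in 28 of 47 (-0.064), in the authors' deposited table. The other 19 AP-1 motifs were higher. Motifs marked var.2 were not separated within this family, and FOSL1::JUN(var.2) had 0.152 where FOSL1::JUN had -0.143. The NFY and TEAD medians there were -0.168 and -0.081. The CTCF, C/EBP, HOX and ATF/CREB medians were higher in the authors' deposited table, at 0.186, 0.070, 0.053 and 0.046. These 9 families of 19 passed a permutation of family membership over motifs after Benjamini-Hochberg adjustment, with adjusted p-values from 9.5e-05 for AP-1 and ETS, from the smallest p the resampling can give, to 0.0237 for TEAD. Motifs within a family share sites and are not independent. Sites holding the SP and KLF or ETS sequence lay at promoters in 68.1% and 66.4% of cases. Their median log2 fold changes were -0.194 and -0.223. Against other sites of the same class, signal and length they differed by -0.018 (-0.035 to 0.003 over library pairs) and -0.041 (-0.048 to -0.030). A drop in occupancy particular to these factors is therefore not separated from the drop at promoters.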

Values the study reported

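The study reported 15,087 sites with gained and 11,961 sites with lost accessibility after Ash2l loss, at q under 0.05 and a log2 fold change over 0.40. It placed 4.6% of the gained and 34.6% of the lost sites near promoters. For footprints it reported 8 motifs with gained and 9 with lost occupancy.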

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

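Every alternative was planned except the GC correction, thinning, leaving out chromosome MT and unplaced contigs, all GENCODE TSSs and the recomputed motif p, which were chosen after seeing the data. Gained sites numbered 15087 with DESeq2, 15087 in the authors' deposited values and 10263 at an absolute log2 fold change over 1; 1590 were lost at that fold. The lower gained count with the larger fold comes from the threshold. With DESeq2 size factors in the edgeR fit 24935 sites were gained, which argues against the scaling as the cause for DESeq2. The median DESeq2 dispersion was 0.0223, against edgeR's common dispersion of 0.00558. Whether this difference lowered the DESeq2 count was not tested. Leaving out a library gave 18620 to 21369 gained and 13891 to 16266 lost sites, with fewer samples behind each call. The difference of medians, promoter minus intergenic, was -0.18 with abundance-trended offsets, -0.22 with the GC trend removed and -0.23 among sites of above-median signal. The median within 1 kb of a TSS was -0.17 with library totals, -0.076 with abundance-trended offsets, -0.31 with TMM on distal sites and -0.11 with the GC trend removed. The matched-signal difference was -0.037 with the GC trend removed and -0.18 to -0.13 with a library left out. Of 20 lists, 5 passed camera, 3 with the site nearest to the TSS and 0 with an estimated correlation. That last test takes its degrees of freedom from the 4 libraries, so few lists could pass it. Muscle markers turned down with a 1000 bp window (camera adjusted p 0.958). Motifs with higher activity numbered 16 with no minimum, 3 at 5000 sites, 1 after Benjamini-Hochberg adjustment and 15 with the recomputed p; those lower numbered 13, 5, 1 and 13 in the same order. The Ash2l site ranged from -0.41, where it was called, to -0.12 with a library left out. Such fits assume that the lone library of a group varies like those of the other group. Among the other named sites Cdh3 was then called without the first +HOT library (-0.43) or the first -HOT library (-0.43), and no called site lost its call. Over lists and named sites other than Ash2l, 802 values kept their direction and side of the threshold under an alternative, 10 fell short of it, 7, all of them Cdh3, newly passed it and 1 reversed. For the other changes the cause was not tested. The lost and gained named sites were chosen for large fold changes with no overlap between the groups, and most lists had not passed camera. The values kept, here and with a library left out, were thus largely set by that choice and do not measure how robust the calls of all sites are. Over all sites, samples with the same replicate number did not deviate together (correlation 0.041), so the numbers were not found to pair the libraries. At sites on unplaced contigs, however, replicate 2 lay above replicate 1 by 0.489 in +HOT and 0.463 in -HOT. It was also higher in both conditions at Sfi1, Ugt1a1 and Dux. The replicate block gave 25666 gained and 17134 lost sites. In simulated libraries of these depths, with 200 changed sites, 29% of 1.5-fold changes were recovered. In the real data 27337 sites were higher and 24003 lower at an adjusted p under 0.05 (edgeR). The adjustment is then less strict, so the simulated share does not give the power of the real test. The real libraries thinned to equal reads gave 23807 gained and 16127 lost sites. Small changes without a call are not shown to be absent.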

Other observations

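The tests of background, of variation within a group, of weak sites, of CpG content, of centromeric ends and of CTCF and AP-1 sequence by class were chosen after the results were seen, as were the GC correction and thinning as settings. Promoter sites were divided by signal and by CpG content, each into 3 classes of equal size. At weak promoters, 32.7% of CpG-rich, 25.9% of intermediate and 14.5% of CpG-poor sites were lost. At middle signal the shares lost were 35.0%, 42.7% and 24.0% in the same order, and at strong promoters 11.01%, 22.4% and 19.6%. Weak CpG-poor promoters were gained in 24.5% of 4386 cases. The median log2 fold change was -0.30 at weak CpG-rich and -0.18 at strong CpG-rich promoters.

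Sites holding the CTCF core sequence were compared with other sites of the same class at matched signal and length, and lay above them by 0.35 in genes, 0.27 between genes and 0.22 at promoters. Of the 779 promoter sites with the sequence 14.5% were gained and 10.8% lost, with a median log2 fold change of -0.05. Sites with an AP-1 sequence lay lower by -0.20 within and between genes and by -0.02 at promoters. Within 0.2 Mb of the centromeric gap, 124 of 190 sites were gained, with a median log2 fold change of 1.18. On chromosome X the median was 0.06.

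Promoter sites were lower and intergenic sites higher in +HOT. If +HOT libraries only had less signal over background, promoter and intergenic sites of the same signal and length would move alike, yet they differed by -0.194 (-0.222 to -0.160 over library pairs), which argues against that as the whole cause. With all libraries thinned to equal reads the difference was -0.357 (-0.445 to -0.268). Thinning counts within fixed intervals keeps their expected ratios, so this value cannot tell whether fewer reads in +HOT played a part. An effect of read number on which intervals were called as peaks was not tested. With the GC trend removed the difference was -0.220 (-0.261 to -0.184); it passed the bound set beforehand, -0.20, by less than the spread over pairs, 1 of the 4 pairs falling short, and the need for all pairs to pass was added after this value was seen. The background test above did not match GC content. With the GC trend removed, promoter sites differed from other sites of the same signal by -0.037. Lower signal over background together with GC content is therefore not argued against. GC content and the loss of Ash2l cannot be told apart for this part of the pattern, since promoters are the GC-rich sites, and an effect of the drug stays open as untested.

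Sites on unplaced contigs, 268 in all, had a median log2 fold change of 1.31 and 214 were gained. A general rise of weak sites is argued against, since they lay 1.19 above intergenic sites of the same signal (0.615 to 1.69 over library pairs). The smallest pair median was 0.706, while replicate 2 lay above replicate 1 by 0.489 in +HOT and 0.463 in -HOT. Same-numbered libraries differed between conditions by 1.30 and 1.28, but with 2 libraries a group, whose numbers were not found to pair them over all sites, variation between libraries and Ash2l loss cannot be told apart here. Leaving them and chromosome MT out gave 25371 gained and 16985 lost sites.

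Footprint activity was higher for CTCF and lower for NFYA and FOS::JUND, and whole sites with each sequence were compared with other sites of the same class, signal and length. Sites with the CTCF core lay higher by 0.296 (0.275 to 0.296 over library pairs), consistent with a gain of whole sites behind the CTCF result. Sites with an AP-1 sequence lay lower, at -0.181 (-0.179 to -0.166 over library pairs), as a hypothesis of lost AP-1 sites predicts. Sites with a CCAAT box lay at 0.00664 (-0.000354 to 0.0104 over library pairs), so as a set they were not lower. The box was found in 31087 sites, while the authors' deposited table counts 4828 NFYA motif sites. A loss limited to NFYA sites could be diluted in the larger set. The value therefore cannot tell whether loss of whole CCAAT sites lay behind the NFYA result. In the authors' deposited table both parts of the NFYA activity were lower in +HOT, the protection score at 1.828 against 1.997 and the tag count at 1.378 against 1.484, with no replicate check, and an effect of the drug stays open.

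The numbers of gained and lost sites here were 25431 and 17008 with edgeR, against 15087 and 11960 with DESeq2 on the same counts. The edgeR numbers are higher than the values quoted from the study above.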
